A study of Mus musculus with 4 samples. Its data were reported in "Transition of differential histone H3 methylation in photoreceptors and other retinal cells during retinal differentiation" (2016).

How the data were processed

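Poly(A) RNA was sequenced from sorted cells of mouse retina at postnatal day 12. Retinas were dissociated and stained for Cd73, a surface enzyme encoded by Nt5e and carried by rod photoreceptors and their precursors, and the Cd73-positive (Cd73P) and Cd73-negative (Cd73N) cells were collected by flow cytometry. Each fraction was taken from wild-type control retina and from retina-specific Ezh2 conditional knockout (Ezh2-CKO) retina. Ezh2 encodes a methyltransferase of histone H3 lysine residues in the Polycomb complex PRC2. The design therefore held 4 libraries with 1 library per group, and groups were taken from the sample titles.

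The authors aligned 36-base single-end reads to the mouse genome build mm9 with TopHat 2.0.8b, using the coverage search and allowing up to 50 hits per read, and computed FPKM (fragment counts divided by exon length and by the mapped total of the library) with Cufflinks 2.1.1 at default settings on RefSeq genes. The deposited tables held FPKM, a lower and an upper FPKM bound and a status for 23021 gene rows in each library. Cufflinks sets a status other than OK where a locus had too little data, too much data or a failed fit; failed and high-data rows were listed at 0 in these tables, while low-data rows could carry a value. There were 283 low-data rows in each library, 10 to 19 failed rows, and 1 high-data row in each Cd73P library. FPKM was not scaled between libraries. The build was checked by comparing start positions with GENCODE annotation on the same build: of 20624 single-row symbols on the same chromosome, 9786 starts were equal after adding 1 to the listed start and 628 without it. Coordinates are therefore given with 1 added, on mm9.

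Total read counts were not part of the tables, so absolute depth is unknown. Relative depth was inferred from the width of the deposited bounds over 6237 genes, as the median ratio of the implied fragments per FPKM to that of the Cd73N wild-type library. FPKM lay above its own upper bound in 2673 to 3600 rows per library, and these rows were left out of that estimate. Standard errors of log2 ratios were computed from the same bounds with their width taken as 4 standard errors. Rows above their own upper bound, 25.0% to 27.8% of OK rows with FPKM above 1, were kept for this. They were also kept for the alternative on overlap of bounds, so both can rest on bounds that miss the value. The standard errors cover counting error within a library only and say nothing about animals or repeated sorts.

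Rows that shared a symbol were summed (251 symbols on 714 rows), and 733 small RNA symbols were left out by name, which gave 21825 genes. A gene whose status was not OK in either library of a pair was left out of that pair. Values were compared as log2(FPKM + 1), so that ratios of weakly expressed genes are understated, and a gene was counted as changed at a 1.5-fold difference on that scale, the study's threshold. With 1 library per group there was no replicate check, and no p-value was computed. The number of genes changed in both fractions was set beside the number that the margins give for independent lists.

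Marker lists for 7 retinal cell types were written by hand before the data were examined, as were the groups, the comparisons, the alternative settings and the rule for naming genes. A list was summarised as the median log2 ratio of members with FPKM of at least 1 in 1 of the 2 libraries. Its percentile was taken among the medians of 10000 random lists of the same size, matched on mean expression in 20 bins, which describes these libraries only. A 95% interval of each median was drawn by resampling its genes 2000 times. Genes named in the text were Ezh2 and Nt5e as label checks, the genes the study's text names for this comparison, and in each fraction the 5 largest rises and 5 largest falls among single-row genes with FPKM of at least 10 in 1 of the 2 libraries. Some genes that met this rule are not reported here.

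Alternatives were pseudocounts of 0.1 and 5, scaling of libraries by the median ratio or by the FPKM sum, a 2-fold threshold, filters on low values, a ratio without pseudocount, inclusion of small RNAs and of genes of every status, exclusion of multi-row symbols or of genes listed at 0, and a requirement that deposited bounds do not overlap. List medians were also taken over all members, over members with FPKM of at least 10, and as means. Exclusion of genes on chromosomes X and Y and, for counts, a minimum FPKM of 10 in 1 of the 2 libraries were added after the data were seen. An alternative count was taken as unchanged within 1.5 times, a list median within its resampling interval, and a gene within its counting error.

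The counting and percentile scripts were tested on simulated data. Fragment counts were drawn around the mean of the Cd73N libraries with counting (Poisson) noise only. Changes of 2-fold were put into 200 genes, all with a mean FPKM of at least 10. All of the changed genes were recovered (100%), and 4 of 21486 unchanged genes were called. High recovery was built into this setting and does not extend to weakly expressed genes or smaller changes. Variation between animals, sorts or libraries was not simulated, so the error rate of the real counts remains unknown. In a simulated pair without any change 2 of 21686 genes passed the threshold, and 11 of 200 random lists fell outside the central 95% of their random sets. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.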

Results

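To compare gene expression of rods and of the remaining retinal cells with and without Ezh2, RNA-seq libraries were made from the Cd73N and Cd73P fractions of wild-type and Ezh2-CKO retina at postnatal day 12, with 1 library for each of the 4 groups. FPKM of at least 1 was found for 12162 genes in Cd73N wild type, 12709 in Cd73N Ezh2-CKO, 10445 in Cd73P wild type and 10321 in Cd73P Ezh2-CKO. The 10 highest genes held 4.55%, 4.64%, 8.72% and 11.5% of the FPKM sum in the same order. Depth relative to the Cd73N wild-type library, inferred from the deposited bounds, was 1.17 for Cd73N Ezh2-CKO, 1.001 for Cd73P wild type and 1.04 for Cd73P Ezh2-CKO. Across 21686 genes the log2 values of the genotypes correlated with a Pearson r of 0.984 in Cd73N and 0.991 in Cd73P, while the fractions of wild type correlated with an r of 0.890; genes are not independent replicates. Because there was 1 library per group, none of the differences given here has a replicate check, and each standard error (SE) covers counting error only.

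The labels were first checked with Ezh2 and Nt5e. Ezh2 (chromosome 6, 47480273 to 47545029, protein coding) was at 14.1 FPKM in Cd73N wild type and 15.9 in Cd73N Ezh2-CKO, a log2 ratio of 0.17 with an SE of 0.056. In Cd73P it was at 5.38 FPKM in wild type and 3.45 in Ezh2-CKO, a log2 ratio of -0.52 with an SE of 0.080. The Ezh2 transcript level therefore went against the label in Cd73N, and the knockout libraries are called the libraries labelled Ezh2-CKO from here on. A gene-level FPKM counts reads from any exon and does not show whether a floxed exon was lost. Nt5e (chromosome 9, 88222447 to 88266927) was at 0.84 and 0.61 FPKM in the Cd73N libraries and at 125 and 123 FPKM in the Cd73P libraries, so the fraction labels held in both genotypes. Sex-linked transcripts also separated the genotypes. Xist rose from 52.2 to 240 FPKM in Cd73N and from 47.0 to 95.6 FPKM in Cd73P, and the summed FPKM of 4 Y-linked genes went from 26.8 to 0.72 in Cd73N and from 27.9 to 0.50 in Cd73P.

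**Figure D1:**
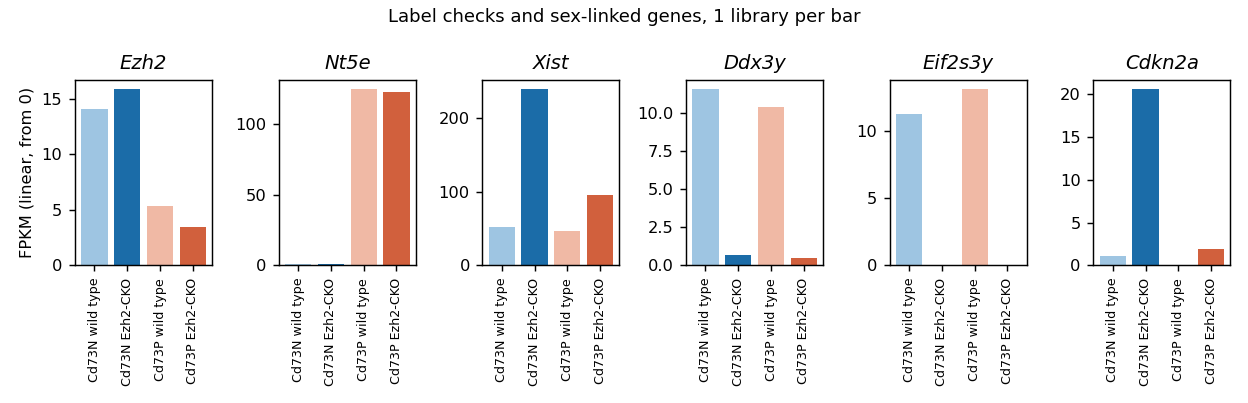
FPKM on linear axes from 0 for 6 genes, with 1 bar per library (wild type light, library labelled Ezh2-CKO dark, Cd73N blue, Cd73P orange) and no error bars because each group had 1 library. Ezh2 was at 14.1 and 15.9 FPKM in Cd73N, Nt5e was high in both Cd73P libraries, and Ddx3y and Eif2s3y were near or at 0 in the libraries labelled Ezh2-CKO.

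The fractions were compared within each genotype to see how far the sort separated cell types. In wild type, 1968 genes were higher in Cd73P and 6055 were higher in Cd73N by at least 1.5-fold. In the libraries labelled Ezh2-CKO the numbers were 1822 and 6316. By fold, the wild-type Cd73P number moved most with a 2-fold threshold, to 1074, and the Cd73N number moved most when genes were required to reach an FPKM of 10 in 1 of the 2 libraries, to 3302. In wild type the rod list had a median log2 ratio of Cd73P over Cd73N of 3.41, with 33 of 34 genes past the threshold. The medians of the Müller glia, bipolar and cone lists were -3.08, -3.96 and -3.60, so cone genes were found with the Cd73N cells.

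The next comparison asked which genes differed between genotypes in Cd73N cells. Of 21699 genes compared, 1558 were higher and 371 were lower in the library labelled Ezh2-CKO. Its gene-level Ezh2 FPKM was not reduced, which leaves open whether a floxed exon was lost. Among genes with FPKM of at least 10 in 1 of the 2 libraries, 553 were higher and 250 were lower, and the first of these was the largest move of that number by fold. The number of lower genes moved most with a 2-fold threshold, to 71. In Cd73P, 490 of 21700 genes were higher and 517 were lower in the library labelled Ezh2-CKO. The numbers were 181 and 131 with a pseudocount of 5, 558 and 511 after median scaling, 161 and 144 with the 2-fold threshold, and 182 and 116 among genes with FPKM of at least 10, so which direction held more genes in Cd73P depended on the processing.

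Changes common to the fractions were then counted over 21686 genes with OK status in all 4 libraries. In the libraries labelled Ezh2-CKO, 174 genes were higher in both fractions, against 35.1 from the margins, and 92 were lower in both, against 8.76. Over the 13105 genes with FPKM of at least 1 in any library the excess was smaller, with 172 higher in both against 54.3 and 92 lower in both against 14.2. Among genes with FPKM of at least 10 in 1 of the 2 libraries of each fraction, 26 were higher and 26 were lower in both. A further 1384 genes were higher in Cd73N alone and 314 in Cd73P alone, while 277 and 423 were lower in 1 fraction alone. These numbers include 41 genes that were higher in Cd73N and lower in Cd73P, and 6 that were lower in Cd73N and higher in Cd73P. Over the same 13105 genes, the log2 ratios of the fractions had a Pearson correlation of 0.31 and a Spearman correlation of 0.25 across genes, which are not independent replicates.

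Marker lists were used to ask which cell types' genes differed. All 31 Müller glia genes were higher in the Cd73N library labelled Ezh2-CKO, with a median log2 ratio of 1.86 that lay above every random list. The 27 Müller glia genes that reached the FPKM minimum in Cd73P were all higher too, with a median of 0.85, which fell to 0.40 with a pseudocount of 5. Among the genes the study named for this cell type, Apoe (chromosome 7, 20281593 to 20284515) rose from 356.8 to 1532 FPKM in Cd73N, a log2 ratio of 2.099 with an SE of 0.014. Dkk3 (chromosome 7, 119259533 to 119302571) rose from 123 to 916 FPKM, a log2 ratio of 2.89 with an SE of 0.015. The log2 ratios in Cd73N were 2.11 for Rlbp1, 1.01 for Dbi and 2.09 for Slc1a3. In Cd73P these 5 genes were also higher, with log2 ratios of 0.93 for Apoe, 2.24 for Dkk3, 1.82 for Rlbp1, 0.65 for Dbi and 1.04 for Slc1a3. Their Cd73P levels were far below those in Cd73N, with wild-type Apoe at 35.3 FPKM and Dkk3 at 5.32 FPKM in Cd73P. Müller glia carried over into the Cd73P fraction could therefore give these rises, and a change in rods cannot be inferred from them.

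Bipolar genes were lower in both libraries labelled Ezh2-CKO. The median log2 ratio was -0.74 over 28 genes in Cd73N and -1.19 over 22 genes in Cd73P, below every random list in each. Cone genes had a median of 0.33 over 15 genes in Cd73N and -0.99 over 13 genes in Cd73P, and the fractions thus moved in opposite directions. Amacrine genes had a median of 0.83 over 15 genes in Cd73N and -0.30 over 7 genes in Cd73P, the latter at the 8.28 percentile of random lists. Retinal ganglion cell genes had medians of 0.40 over 12 genes and -0.29 over 5 genes. Horizontal cell genes had medians of -0.03 over 5 genes in Cd73N, a value whose sign changed with scaling, and -0.54 over 4 genes in Cd73P. Lhx1, Onecut1, Onecut2 and Gja10 were below the FPKM minimum and did not enter. Of the 4 genes, Ndrg1 was at 430 FPKM in Cd73P wild type and 99.5 in Cd73N wild type. The Cd73P median therefore does not single out horizontal cells.

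**Figure D2:**
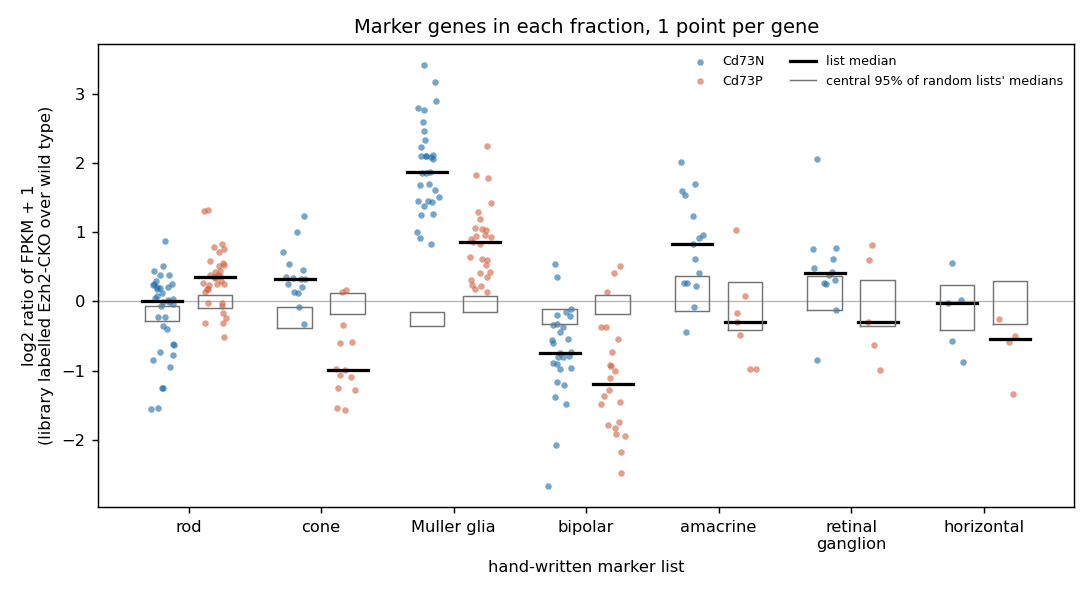
Log2 ratio of FPKM + 1 (library labelled Ezh2-CKO over wild type) for each gene of 7 marker lists, Cd73N in blue and Cd73P in orange, with the list median as a black line and the central 95% of the medians of 10000 random lists as a grey box. Müller glia medians were 1.86 and 0.85, bipolar medians were -0.74 and -1.19, and the cone medians of 0.33 and -0.99 lay on opposite sides of 0.

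Rod genes in Cd73P had a median log2 ratio of 0.35 over 34 genes, above every random list, and 6 of them passed the 1.5-fold threshold. In Cd73N their median was 0.01 over 36 genes, at the 99.77 percentile of random lists, whose median was -0.18. However, 10 of these rod genes were lower past the threshold and 1 was higher. Rcvrn (chromosome 11, 67508828 to 67516857) rose from 2135 to 3137 FPKM in Cd73P, a log2 ratio of 0.56 with an SE of 0.0064, and had a ratio of -0.07 in Cd73N. Gnat1 rose from 2016 to 4999 FPKM in Cd73P and went from 36.2 to 20.6 FPKM in Cd73N. Gnb1 had failed status in Cd73P wild type and was left out there.

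The study cites earlier work in which H3K27 methylation, the mark set by PRC2, kept Cdkn2a repressed. Cdkn2a (chromosome 4, 88920377 to 88940523) rose from 1.10 to 20.7 FPKM in Cd73N, a log2 ratio of 3.37 with an SE of 0.14. In Cd73P it was listed at 0 in wild type and at 1.87 FPKM in the library labelled Ezh2-CKO, a log2 ratio of 1.52. At so low a level this ratio depended on the pseudocount, with 4.30 at 0.1 and 0.46 at 5. The study described de-suppression of Cdkn2a in Cd73N and none in Cd73P. Carry-over of Cd73N cells was not excluded as the source of the Cd73P value. Among genes of the Polycomb system, Ezh1 had log2 ratios of -0.11 in Cd73N and 0.30 in Cd73P. Jarid2 had ratios of -0.14 and -0.56, and Kdm6b, which encodes a demethylase of the same histone mark, had ratios of -0.22 and -0.78. Scaling by the FPKM sum changed the sign of the Cd73N values of Ezh1 and Jarid2.

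The largest rises in Cd73N were Slc13a5, Fosb, Pisd-ps1, Anxa1 and Zfp36, with log2 ratios of 3.75, 3.70, 3.67, 3.61 and 3.61. Pisd-ps1 is a pseudogene whose reads may be split with its copies and is reported as uncertain. The largest falls in Cd73N were Eif2s3y (-3.62) and Ddx3y (-2.90), both on chromosome Y, and then Nxph1 (-2.85), Irx6 (-2.67) and Slit2 (-2.11). The largest rises in Cd73P included Pcp4l1 (2.83), Mef2c (2.67), Ptprn (2.64) and an uncharacterised RIKEN cDNA gene on chromosome 3 at 105799875 to 105817564 (2.64). The largest falls in Cd73P were again Eif2s3y (-3.82) and Ddx3y (-2.97), followed by Pcp2 (-2.47), Pcp4 (-2.45) and Fabp7 (-2.23).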

Values the study reported

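With a threshold of 1.5-fold, the study listed 1305 genes as upregulated in Ezh2-CKO in Cd73N cells alone, 299 in Cd73P cells alone and 175 in both. It listed 274 genes as downregulated in Cd73N cells alone, 411 in Cd73P cells alone and 89 in both.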

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

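The test of carry-over was chosen after the list medians were seen. Each result in this part moved in opposite directions in the fractions. None of these differences was tested, because each fraction had 1 library per genotype. The libraries labelled Ezh2-CKO include a Cd73N library in which gene-level Ezh2 FPKM was not lower, a value that cannot show loss of a floxed exon.

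The cone list median was 0.33 in Cd73N and -0.99 in Cd73P, a difference of -1.32. One candidate explanation is that fewer Cd73N cells were carried over into the Cd73P library labelled Ezh2-CKO. Across 440 genes at least 8-fold higher in Cd73N by their mean, the Cd73P log2 ratio followed the Cd73N log2 ratio with a slope of 0.90 and an intercept of -0.69, computed with a pseudocount of 0.1. Without the genes of any list the slope was 0.92 and the intercept -0.65. The fit was run first with genes chosen on the wild-type libraries, where the intercept was -0.60, and was replaced by the choice on the mean because selection on 1 library can bias the ratio. With genes chosen on the libraries labelled Ezh2-CKO the intercept was -0.73. The gap between Cd73P and Cd73N was not the same for all cell types: its median was -1.70 for 9 cone genes, -1.07 for 17 bipolar genes, -0.78 for 23 Müller glia genes and -0.67 for 380 genes in no list. A uniform drop in carry-over thus covers part of the cone difference, and the remainder cannot be told apart from uneven carry-over or from a change within cells.

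The amacrine list median was 0.83 in Cd73N and -0.30 in Cd73P, a difference of -1.13. The retinal ganglion cell list had medians of 0.40 and -0.29, a difference of -0.69. The Cd73P values rest on 7 and 5 genes and lay at the 8.28 and 4.42 percentiles of random lists, inside the central 95% of those lists. Only some of these genes were specific to Cd73N, so the fit above does not apply to them, and no explanation was tested.

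Ezh2 had log2 ratios of 0.17 in Cd73N and -0.52 in Cd73P, a difference of -0.69. Over 111 genes at least 16-fold higher in wild-type Cd73N and with FPKM of at least 50 there, the Cd73P level was 3.88% of the Cd73N level in wild type and 2.08% in the libraries labelled Ezh2-CKO. At these shares carried-over Ezh2 would be 0.54 and 0.33 FPKM, a drop of 0.21 against the fall of 1.93 FPKM in Cd73P. The choice of genes caps these shares, and larger carry-over of some cell types was not excluded. Swapped Cd73N labels were not tested directly, but Xist and the Y-linked genes separated the genotypes the same way in both fractions.

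Rcvrn had log2 ratios of -0.07 in Cd73N and 0.56 in Cd73P, a difference of 0.63, and Ezh1 had ratios of -0.11 and 0.30, a difference of 0.41. The Cd73N value turned positive for Rcvrn under median scaling (0.0063) and for Ezh1 under sum scaling (0.021), as any value this close to 0 would under scalings that move all Cd73N ratios by 0.077 and 0.15. Pcp4l1 had ratios of -0.38 in Cd73N and 2.83 in Cd73P, a difference of 3.21. Its level rose in Cd73P from 15.0 to 113 FPKM while the Cd73N level was 140 in wild type and 107 in the library labelled Ezh2-CKO. Less carry-over of Cd73N cells would lower this gene in Cd73P, not raise it, and no explanation of the rise was tested.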

How the results depend on the processing

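More genes were higher than lower in the Cd73N library labelled Ezh2-CKO under each alternative run, and in each genotype more genes were higher in Cd73N than in Cd73P. In Cd73P the order of genes higher and lower was not stable: fewer were higher in the values reported, and more were higher with a pseudocount of 5, median scaling (558 and 511), a 2-fold threshold or an FPKM of at least 10. The cause was not tested for the changes below.

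In the order Cd73N higher, Cd73N lower, Cd73P higher, Cd73P lower, both higher and both lower, a pseudocount of 0.1 gave 3253, 766, 1429, 1712, 686 and 266 genes. A pseudocount of 5 gave 620, 177, 181, 131, 35 and 35 genes, and a 2-fold threshold gave 643, 71, 161, 144, 48 and 12. Scaling by the FPKM sum, which shifted the Cd73N log2 ratios by 0.15 and those between fractions in wild type by 0.42, gave 188 genes lower in Cd73N and 55 lower in both fractions. A minimum FPKM of 10 in 1 of the 2 libraries, chosen after the data were seen, gave 553 genes higher in Cd73N, 182 and 116 higher and lower in Cd73P, and 26 and 26 in both fractions.

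Between fractions, the pseudocount of 5 gave 1230 genes higher in Cd73P and 3976 higher in Cd73N in wild type, and 4070 higher in Cd73N in the libraries labelled Ezh2-CKO. The 2-fold threshold gave 1074 and 3832 in wild type and 1046 and 4155 in the libraries labelled Ezh2-CKO. The minimum FPKM of 10 gave 1182 and 3302 in wild type and 3072 higher in Cd73N in the libraries labelled Ezh2-CKO. Scaling by the FPKM sum gave 3217 genes higher in Cd73P in wild type. The ratio without pseudocount, over genes with FPKM of at least 1 in both libraries, gave 4031 genes higher in Cd73N in wild type and 3610 in the libraries labelled Ezh2-CKO.

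With a pseudocount of 5 the Cd73P medians shrank to 0.40 for Müller glia and -0.56 for bipolar genes, without a change of direction. The amacrine median in Cd73N was 0.23 over all members and 1.64 over members with FPKM of at least 10. The horizontal median in Cd73P was -0.038 over all members. Signs changed for the rod list in Cd73N as a mean (-0.19), for the retinal ganglion cell list in Cd73P over members with FPKM of at least 10 (0.59), and for the horizontal list in Cd73N under median scaling (0.050), sum scaling (0.12) and over all members (0.0095). Among single genes, signs changed for Nt5e in Cd73P (0.0061) and Rcvrn in Cd73N (0.0063) under median scaling, and in Cd73N under sum scaling for Rcvrn (0.078), Ezh1 (0.021) and Jarid2 (0.00030).

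The remaining 202 values of these counts and medians stayed within their limits, including those without genes on chromosomes X and Y, an alternative also chosen after the data were seen. For named genes and further list values, 114 alternative values moved by more than counting error or the resampling interval without a change of sign, and 257 did not. The filter of FPKM of at least 10 left too few members for the amacrine and horizontal lists in Cd73P and for the retinal ganglion cell list between fractions, so it gave no value there. Unknown absolute depth and 1 library per group limit every count to a description of these libraries.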

Other observations

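The tests of rod carry-over into Cd73N, of less carry-over into Cd73P and of immediate early genes in both fractions were chosen after the result was seen, and so were the set of 32-fold rod genes, the background for shared genes and the mean percentile of the Hox genes.

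The genotypes differed in sex-linked transcripts. The summed FPKM of Ddx3y, Eif2s3y, Kdm5d and Uty in the Cd73N library labelled Ezh2-CKO was 2.67% of that in wild type, and 1.78% in Cd73P, while Xist was higher in both fractions. A different mix of sexes in the pooled retinas is a candidate explanation, with mostly female tissue in the libraries labelled Ezh2-CKO. Genotype and sex mix cannot be told apart for genes that differ between the sexes.

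More genes were higher than lower in the Cd73N library labelled Ezh2-CKO, by a ratio of 4.20. The ratio was 6.53 after median scaling, 2.21 among genes with FPKM of at least 10 in 1 of the 2 libraries, and 4.29 without genes on chromosomes X and Y. The Spearman correlation of the log2 ratio across genes was -0.10 with exon GC content and 0.13 with exon length, over 12518 of 12843 genes with annotation. Scaling, the filter on low values and the removal of X and Y genes thus each left an excess of higher genes, while no ratio was computed with GC content or length taken into account. The fall of the ratio to 2.21 shows that weakly expressed genes held much of it. A changed mix of cells was not excluded, and the share of Müller glia genes that rose was 100%. That is what a larger share of Müller glia among sorted cells may give, and higher expression per cell would give the same.

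The rod list rose in Cd73P with a median of 0.35. A purer Cd73P library is one possible explanation. The 2669 genes at least 4-fold higher in wild-type Cd73N had a median log2 ratio of -0.08 in Cd73P, and the 957 genes 4-fold higher by their mean and with a mean Cd73P FPKM of at least 1 had a median of -0.26. Over 111 genes at least 16-fold higher in wild-type Cd73N and with FPKM of at least 50 there, the Cd73P level was 3.88% of the Cd73N level in wild type and 2.08% in the libraries labelled Ezh2-CKO, which gives rod genes a gain of 0.027. Choosing genes this way admits shares up to 6.25% and gains up to 0.093, so this test was bound to stay below the rise and purity was not excluded. The median share was 8.41% in the 4-fold set. The rod median was 0.39 after median scaling, and the correlation with GC content across genes was 0.14.

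In Cd73N, 29 rod genes at least 4-fold higher in wild-type Cd73P had an interquartile range of log2 ratios of 0.87. There is no reference spread for this value, and the filter admits genes that other Cd73N cells may express. Of 12 rod genes at least 32-fold higher in Cd73P, 8 fell, with a median of -0.68, a direction that less rod carry-over would give, so carry-over was not excluded.

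Of the 174 genes higher in both fractions, 54.6% were at least 4-fold higher in Cd73N than in Cd73P in the libraries labelled Ezh2-CKO. This passed the limit chosen beforehand as a sign of carry-over. However, the share was 69.7% among genes higher in Cd73N alone, a background added later. A rise in Cd73N alone itself raises the Cd73N level over the Cd73P level in these libraries, so this background is raised by the change that defines it. The comparison therefore does not tell carry-over of Cd73N cells from a change in rods, and carry-over may still account for part of the overlap. For 56 of the 174 genes higher in both fractions the level in the libraries labelled Ezh2-CKO was higher in Cd73P than in Cd73N, which carry-over from Cd73N would not give. Of the 92 genes lower in both fractions, 76.1% were at least 4-fold higher in Cd73N in wild type, above the 61.01% among genes lower in Cd73N alone, which less carry-over would give.

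Immediate early genes had a median log2 ratio of 1.20 in Cd73N, at the 100 percentile of random lists, with Fos going from 53.3 to 465 FPKM. Handling stress during dissociation and sorting may give such a rise, but the percentile restates the pattern and cannot separate stress from activation in the tissue. In Cd73P the median was 0.31 over 20 genes, of which 14 rose, also at the 100 percentile. The resampling interval of this median, -0.0049 to 0.54, included 0. Over the 24 genes compared in both fractions the Cd73P median was 0.12, and it was -0.32 with the fit of carry-over taken off. Only 3 of the 24 genes entered that fit, so the subtraction does not show whether the rise was shared by the fractions.

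Of 39 Hox genes, 17 rose and 3 fell in the Cd73N library labelled Ezh2-CKO, whose gene-level Ezh2 FPKM was not lower, and 9 rose and 6 fell in Cd73P. Hoxc4 went from 0.012 to 2.04 FPKM and Hoxc5 from 0 to 1.01, the only members at FPKM of at least 1. Loss of H3K27 methylation is a candidate explanation that these libraries cannot test, because too few members were expressed for the planned list median, and a count of 17 rising genes restates the pattern. The mean log2 ratio of 0.10 was above every random list.

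Pisd-ps1 was at 0.029 FPKM in Cd73N wild type and 12.1 in the library labelled Ezh2-CKO. Pisd went from 15.8 to 18.7 FPKM, Pisd-ps2 from 7.85 to 10.95 FPKM and Pisd-ps3 from 16.1 to 12.1 FPKM in the same libraries. Assignment of reads among these copies was not tested.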
